A study of Mus musculus with 6 samples. Its data were reported in "Srr2-dependent SOX2 levels govern the chromatin and transcriptional landscape of adult neural stem cell fate decisions in mouse" (2026).

How the data were processed

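ATAC-seq libraries of *Srr2*^del/del SEZ cultures were analysed, 3 proliferating and 3 early differentiating, grouped by the labels' state and replicate number (1, 2 and 4 in each). The authors clipped adapters with Cutadapt, trimmed with Trimmomatic, mapped read pairs to GRCm38 (mm10) with Bowtie2, marked duplicates with Picard and called narrow peaks in each library with MACS2 without a model, at a false discovery rate of 0.05. Replicates were not pooled in these lists. Software versions, the read extension, the genome size setting, any shift for the transposase and any blacklist are not stated, and each can move peak edges and numbers. A peak list holds only what passed the caller, so a missing peak is a signal under the threshold and not closed chromatin.

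Each deposited list gives positions, a score, a fold enrichment and −log10 p and q. The deposited score is the whole part of 10 times the −log10 q. The fold enrichment deposited by the authors is a ratio to the local background of the same library, and the −log10 p and q values deposited are against the same background. They were used to rank or filter peaks within a list and to describe them. The descriptions include the background pileup of each library, which stands for its depth. They also include ratios of peaks on chromosome 1 or in windows of chromosome 10 to other peaks of the same list. The closing section gives ranges over the libraries for chromosome 1, and values in replicate 1 of each state for the windows. No list repeated an interval, and none ran past the end of an assembled chromosome of the reference.

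Read totals were not used here. Background and pileup were solved from each peak's fold and p, since both follow from the same 2 numbers under the caller's Poisson model. Pileups came back whole for at least 99.9854% of the peaks used. The background pileup of a library is percentile 1 of its local backgrounds, from 2.85 to 6.01 reads, and a deeper library can call weaker peaks. On 4736 simulated peaks all pileups were recovered. The method rests on the caller's usual formulas, with the strongest peaks (under 1% of each list) left out because their p cannot be resolved.

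Start sites, genes and exons came from GENCODE M21, on the same build; the study's annotation release differed. A promoter peak lies within 3 kb of a start site. Libraries were compared by two-sided exact permutation of the state labels. Regions were made by merging peaks that overlap by 1 bp or more. State-only regions have a peak in every library of one state and none of the other. On simulated libraries with 200 planted regions per state, all were recovered, among totals of 593 PROLIF-only and 858 DIFF-only regions. The planted regions had exactly this pattern and fixed edges. Their recovery therefore checks the counting and not the sensitivity in real lists. Motifs were searched on both strands within 100 bp of the summit of the region's best-ranked peak, with Fisher's exact test and Benjamini-Hochberg adjustment over 14 motifs. On 1000 simulated sequences with the CTCF motif planted in 50% or 10%, the shares found were 50.7% and 9.30%. The planted sequence matched the motif exactly, so this checks the search alone. Named genes were *Sox2*, *Olig2*, *Sox10*, *Nes*, *Cdkn1b* and the genes of lists from the study. Some planned genes, and 1 of the 3 planned lists, are not reported here. The 5 promoter genes and 5 regions of each state were those whose lowest percentile over the 3 libraries was highest. Apart from the pairing check and what the closing section names as later, these rules, the tests and the alternatives were fixed before the data were examined.

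Replicate numbers come from the labels, which give both states 1, 2 and 4. The study describes ATAC-seq on the same cultures in both states, which may mean the cultures of its RNA-seq. It does not say which libraries share a culture, and same-numbered libraries were taken as pairs here. Over 39088 autosomal regions found in all 6 libraries, deviations of the within-list percentile from the state mean correlated between same-numbered libraries at 0.0550, 0.153 and 0.0122 for replicates 1, 2 and 4, and between different numbers at -0.113 to 0.0614, so ranks alone show the pairing for replicate 2 only. This check by rank was chosen after an earlier one by pileup, in which every same-numbered pair passed 0.1 and which was dropped because it set the values of one list against those of another. Without chromosomes 1, 10 and 12 the rank correlations were 0.0146, 0.135 and 0.00525 for replicates 1, 2 and 4. PROLIF replicate 1 with DIFF replicate 4 then gave 0.0896. Deviations of occupancy correlated at 0.0249, 0.0351 and 0.0323 for the same number and at -0.0273 to -0.00656 for different numbers. Deviations cancel within a state, so positive values for the same number partly force the negative ones. All these occupancy correlations are weak. Paired tests used sign flips, whose smallest p is 0.25.

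Alternatives were q of 0.01 or 0.001, lists cut to 60006 peaks, the strongest 20000 peaks, autosomes only, every line of a list, promoters of 1 kb, a cover of at least 50% of a region, motif windows of 50 bp, regions over 3 kb from a start site, each library left out in turn and the replicate block. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. Expression data were not analysed here.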

Results

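Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags open DNA, in neural stem cell cultures from the adult mouse subependymal zone (SEZ). All cultures carried a CRISPR-Cas9 deletion of *Srr2*, an enhancer downstream of *Sox2* (*Srr2*^del/del). Proliferating cultures (PROLIF) had 2 days in vitro, and early differentiating cultures (DIFF) had 2 days in vitro followed by 1 day without mitogens. Each state had 3 libraries, replicates 1, 2 and 4. Wild-type libraries were not analysed here, so the comparison was between the states within the mutant.

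The lists held 82741, 66643 and 60006 peaks in PROLIF replicates 1, 2 and 4. DIFF replicates 1, 2 and 4 held 71308, 70728 and 88039 peaks. The background pileup, which follows sequencing depth, was 2.97, 2.94 and 2.85 reads in the PROLIF libraries and 3.63, 2.96 and 6.01 reads in the DIFF libraries. DIFF replicate 4 was thus the deepest library, with a background 2.11 times that of PROLIF replicate 4.

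**Figure D1:**
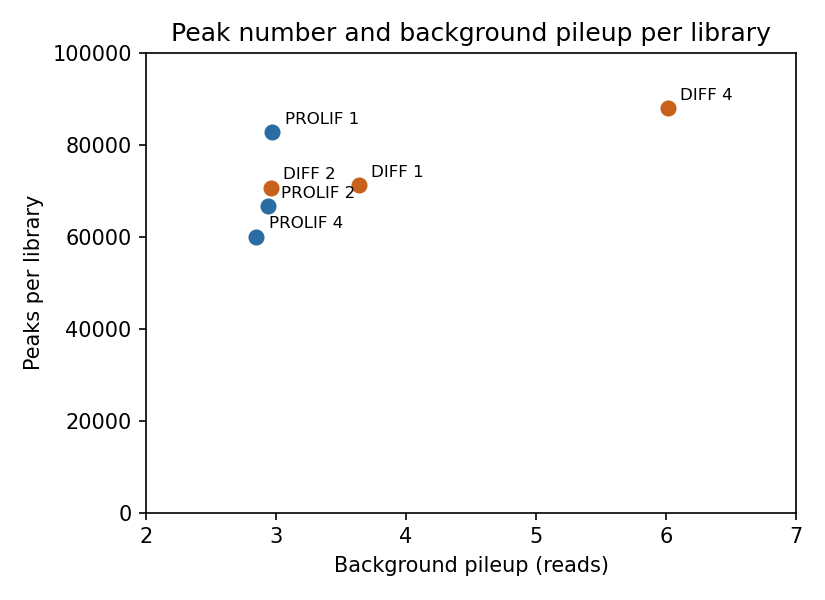
Number of peaks per library (vertical axis) against background pileup in reads (horizontal axis), 1 point per library, PROLIF in blue and DIFF in orange. PROLIF replicate 1 and PROLIF replicate 4 had 82741 and 60006 peaks at background pileups of 2.97 and 2.85 reads.

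The first comparison concerned the *Sox2* locus, where the deleted enhancer lies. *Sox2* (ENSMUSG00000074637.7) lies on chromosome 3 from 34650405 to 34652461 of GRCm38, on the plus strand. Each of the 6 libraries had 1 peak within 3 kb of its transcription start site (TSS). The summits lay between 456 and 550 bp upstream of the start site. By −log10 p, a value the authors' peak caller gave each peak and used here only to rank peaks within a list, these promoter peaks ranked between the 79.1 and 91.7 percentiles of their own lists. The study places the enhancer downstream of this start site, but its printed coordinates name another chromosome and were not converted. A window from 3 to 5 kb downstream stands in for the enhancer here, and the deletion itself was not mapped. In the window from 3 to 5 kb downstream of the start site, 5 libraries had no peak. DIFF replicate 4 had 1 peak there, from 34653873 to 34654056, with a fold enrichment of 2.91 and a percentile of 49.8. It rested on the deepest library alone.

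**Figure D2:**
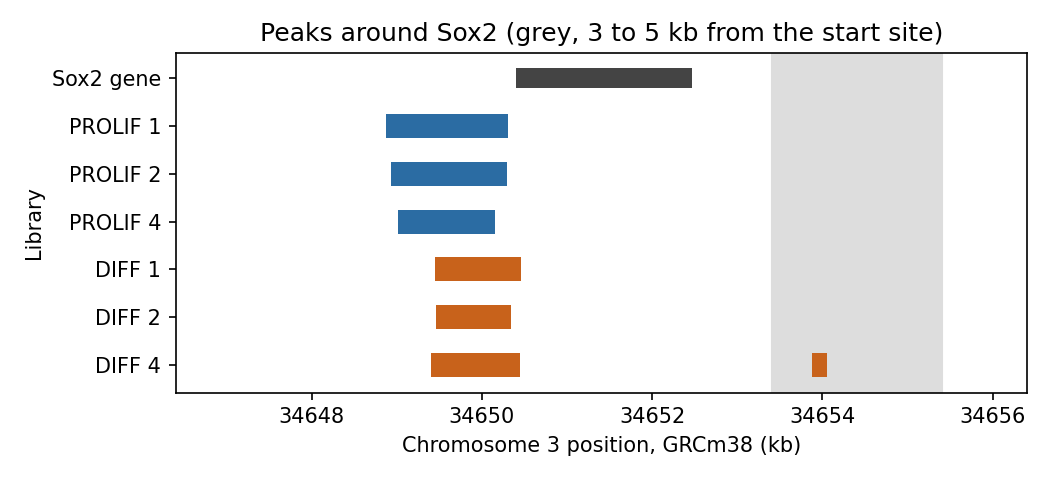
Peaks of each library around *Sox2* on chromosome 3, with position in kb on the horizontal axis, the gene as a dark bar and the window from 3 to 5 kb downstream of the start site in grey. All 6 libraries have a promoter peak, and only DIFF replicate 4 has a peak in the grey window.

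To ask whether the amount of called open chromatin differed between the states, peak number, covered length, width and promoter share were compared. PROLIF libraries held 69797 ± 11691 peaks (SD, n = 3) and DIFF libraries 76692 ± 9831 peaks (SD, n = 3). This difference of 6895 peaks was smaller than the SD of either state. A two-sided exact permutation test of the state labels gave p = 0.5. With 3 libraries against 3, this test cannot give a p below 0.1. Leaving out 1 library moved the difference to between 1221 peaks, without DIFF replicate 4, and 13367 peaks, without PROLIF replicate 1. Peaks covered 31.1 ± 4.70 Mb in PROLIF and 32.8 ± 3.12 Mb in DIFF (SD, n = 3; exact permutation p = 0.6). The direction of that difference was lost without DIFF replicate 4, at -0.0380 Mb, and without PROLIF replicate 4, at -0.697 Mb. Median peak width was 336 ± 22.6 bp in PROLIF and 314 ± 23.6 bp in DIFF (SD, n = 3; exact permutation p = 0.4). Leaving out 1 library gave differences from -34.3 to -10.2 bp. With lists cut to equal length the sign of the width difference changed, to 12 bp wider in DIFF.

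Peaks within 3 kb of a start site made up 37.6 ± 2.60% of the PROLIF lists and 35.8 ± 1.54% of the DIFF lists (SD, n = 3; exact permutation p = 0.4). Leaving out 1 library moved this difference to between -0.518 percentage points, without PROLIF replicate 4, and -3.11, without PROLIF replicate 1. Among the strongest 20000 peaks of each library the order changed, and the promoter share was 58.8% in PROLIF and 60.9% in DIFF (exact permutation p = 0.1, the smallest this design allows). A promoter peak was present at 15150 ± 408 protein-coding genes in PROLIF and 15290 ± 262 in DIFF (SD, n = 3; exact permutation p = 0.7). That difference of 139 genes turned to -34.7 genes with lists of equal length, and rose to 581 genes among the strongest 20000 peaks (exact permutation p = 0.1, the smallest possible). None of these 5 differences passed its test in the main setting.

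The similarity of the lists was then compared within and between states by the Jaccard index, the shared length over the joint length in bp. It averaged 0.629 over the 6 pairs of one state, from 0.586 to 0.654, and 0.560 over the 9 pairs of different states, from 0.531 to 0.577. The ranges did not overlap. The difference of 0.0688 was larger than in every other split of the libraries into 3 and 3 (two-sided exact permutation p = 0.1, the smallest possible). Among the strongest 20000 peaks it was 0.105. The peak names carry input data numbers in 2 ranges, each with libraries of both states. Among the 3 libraries with the lower numbers the difference between states was 0.0266, and among those with the higher numbers it was 0.0818.

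Peaks of the 6 libraries merged into 120143 regions. Of these, 40164 (33.4%) had a peak in all 6 libraries and 35644 (29.7%) in 1 library. A peak in all PROLIF libraries and in no DIFF library was found at 2144 regions (PROLIF-only). The reverse was found at 4164 regions (DIFF-only). The other 9 splits of the libraries gave between 30 and 1135 regions on a side. With lists of equal length there were 2977 PROLIF-only and 3532 DIFF-only regions, and among the strongest 20000 peaks 1610 and 1305, so the larger of the 2 numbers depended on this choice. Under the replicate block, which asks for the difference in at least 2 of the 3 pairs of same-numbered libraries and the opposite in none, there were 7562 PROLIF-only and 13365 DIFF-only regions. Leaving out 1 library raised PROLIF-only regions to 4209 at most, without PROLIF replicate 4, and DIFF-only regions to 7097, without PROLIF replicate 1. With all libraries, 19.6% of both PROLIF-only and DIFF-only regions lay within 3 kb of a start site, against 46.9% of the regions in all 6 libraries. State-only regions held weaker peaks, with median percentiles of 37.5 for PROLIF-only and 35.5 for DIFF-only against 70.1 for regions in all 6 libraries.

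**Figure D3:**
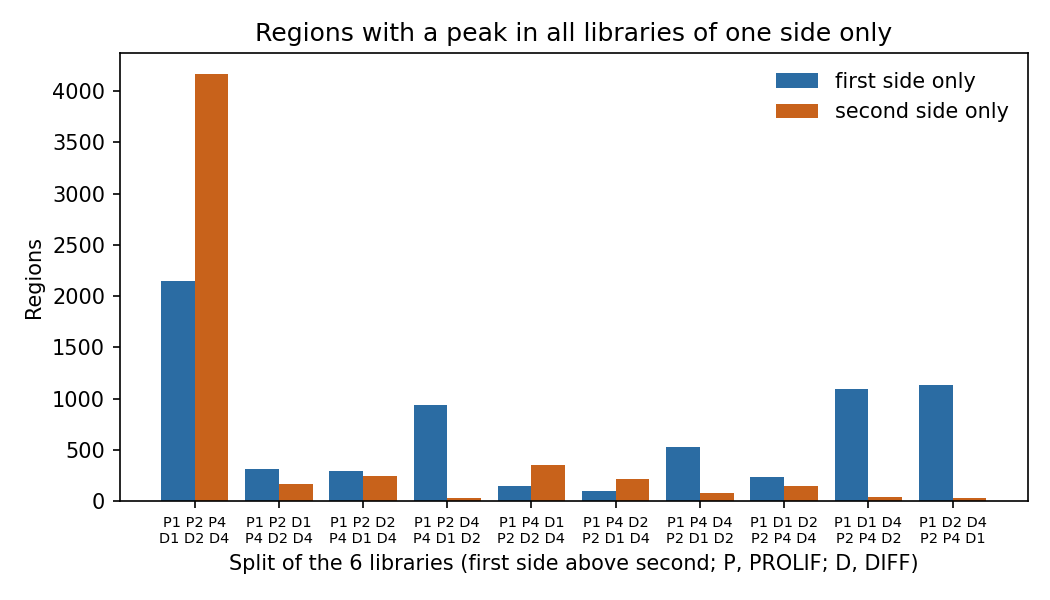
Number of regions (vertical axis) with a peak in all libraries of one side and none of the other, for each of the 10 splits of the 6 libraries (horizontal axis), first side in blue and second side in orange. The split by state, at the left, gives 2144 and 4164 regions, and no side of another split passes 1135.

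The PROLIF-only region with the highest rank lay on chromosome 11 from 29839689 to 29840227 within *Eml6*, less than 3 kb from an annotated start site, with a fold enrichment between 15.5 and 19.8. The next lay on chromosome 10 from 75170320 to 75170941 in an intron of *Bcr*, 3024 bp from its nearest start site, with a fold enrichment between 12.3 and 16.6. The reference from 75170653 to 75170693, around its summit, reads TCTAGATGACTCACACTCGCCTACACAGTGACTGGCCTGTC. The others lay on chromosome 9 from 92537633 to 92538513, on chromosome 18 from 49480002 to 49480405 and on chromosome 8 from 60792191 to 60792852. The DIFF-only region with the highest rank was intergenic, on chromosome 1 from 192789097 to 192789618, 17874 bp from the nearest protein-coding start site, that of *Hhat*, with a fold enrichment between 8.71 and 10.5. The next was intergenic on chromosome 4 from 48842711 to 48843415. Another, on chromosome 7 from 96505463 to 96506278, lay in an intron of *Tenm4*. The remaining pair lay on chromosome 10, from 8063371 to 8064180 and from 59310731 to 59311298.

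At promoters, 14139 of 21951 protein-coding genes (64.4%) had a peak in all 6 libraries. Only 50 genes had one in all PROLIF and no DIFF libraries, and 82 the reverse. Other splits gave between 1 and 48 genes on a side, so the PROLIF-only number was close to what another grouping gave. With lists of equal length both numbers were 87. Without DIFF replicate 4 there were 94 PROLIF-only genes, and without PROLIF replicate 1 there were 182 DIFF-only genes. The PROLIF-only genes with the highest ranks were *Klrb1c* (ENSMUSG00000030325.16, chromosome 6 from 128778485 to 128789215), *Fbln2*, *Klrb1a*, *Isx* and *Pecam1*. Those of DIFF were *Eif4e1b* (ENSMUSG00000074895.10, chromosome 13 from 54783998 to 54788459), *Atp6ap1l*, *Chil1*, *Slc13a2* and *Trim29*.

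To ask which transcription factor motifs marked the state-only regions, 14 fixed motifs were searched within 100 bp of the summits. The AP-1 motif TGASTCA (S, C or G) was found in 595 of 2141 PROLIF-only regions (27.8%) and in 103 of 4161 DIFF-only regions (2.48%), a log2 odds of -3.92 for DIFF against PROLIF (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 1.82e-194 over the 14 motifs). In regions of all 6 libraries the share was 4.55%. These tests count regions, which are not independent replicates. Across splits of the libraries, the log2 odds for AP-1 reached at most 2.43 in size elsewhere. E-box motifs went the same way. CAGATG was found in 28.4% of PROLIF-only and 12.4% of DIFF-only regions (log2 odds -1.49, Fisher's exact test, adjusted p = 1.59e-52), and CAGCTG in 33.5% and 15.4% (log2 odds -1.47, adjusted p = 1.95e-58). The short NFI motif TTGGCA was more frequent in DIFF-only regions, at 32.8% against 19.2% (log2 odds 1.04, Fisher's exact test, adjusted p = 1.33e-30). The full NFI motif TTGGCNNNNNGCCAA (N, any base) went the other way, in 6 PROLIF-only and 2 DIFF-only regions (log2 odds -2.34, Fisher's exact test, adjusted p = 0.0379), but 4 of the 10 splits, the real one included, gave a difference as large. For CAGCTG and the short NFI motif 1 other split gave a log2 odds as large, so these were not set apart from other groupings. Sides of the other splits held between 30 and 1135 regions, fewer than either state-only set. The log2 odds of other splits are therefore less precise. The SOX motif ACAAWG (W, A or T) was found in 37.8% of PROLIF-only and 30.1% of DIFF-only regions (log2 odds -0.50, Fisher's exact test, adjusted p = 2.98e-09), but 6 of the 10 splits, the real one included, gave a difference as large. In all, 9 of the 14 motifs passed an adjusted p of 0.05. The CTCF motif was past it with all libraries (log2 odds 2.06), but not without DIFF replicate 4 (log2 odds 0.31). For CTCF 2 of the 10 splits, the real one included, gave a difference as large, and another split reached 2.70 in size. For the TEAD motif ACATTCCA (log2 odds 0.63) 4 of the 10 splits did so, the real one included. For the RFX motif GTTGCCATGG (log2 odds -1.72) only the real split did.

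**Figure D4:**
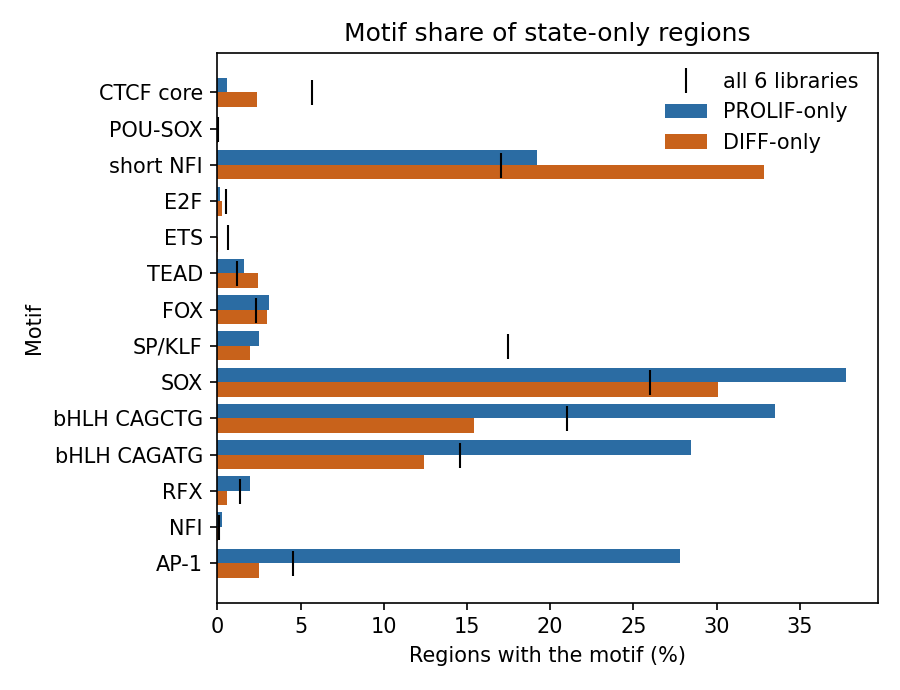
Share of regions in percent (horizontal axis) with each of 14 motifs (vertical axis) within 100 bp of the summit, PROLIF-only in blue, DIFF-only in orange and regions of all 6 libraries as black ticks. The AP-1 share is 27.8% in PROLIF-only and 2.48% in DIFF-only regions.

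Genes that the study named as examples among those changed in the mutant were examined for promoter accessibility. All 10 genes named as higher at 2 DIV had a promoter peak in all 6 libraries, as did 14 of the 15 named as lower at 2 + 1 DIV. Against all protein-coding genes (64.4%), the p adjusted over 3 planned lists was 0.0379 for both (two-sided hypergeometric test). These p concern the named examples and not all genes that changed. Of the genes with a promoter peak in any library, a background chosen after seeing the data, 86.4% had one in all 6, and both adjusted p were 0.748. Against that background even 10 of 10 genes gave an unadjusted p of 0.462, so lists this short cannot show a higher share there. *Rbfox3* was the gene without a promoter peak in every library, with a promoter peak in 2 PROLIF and 3 DIFF libraries and percentiles from 12.9 to 43.5. Of the other genes examined, *Olig2* ranked between percentiles 75.8 and 87.1, *Nes* between 53.9 and 86.6 and *Cdkn1b* between 93.5 and 95.5, each with a promoter peak in all 6 libraries. *Sox10* had none in any library. *Mdm2* (chromosome 10, 117688875 to 117710758) ranked between 89.9 and 99.9, and it lies in a 1 Mb window that held over 2 times the share of peaks in both libraries of replicate 1 that it held in the other replicates.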

Values the study reported

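The study reported 6,393 regions with different accessibility between wild-type and mutant cultures in PROLIF, of which 6,319 were less accessible in the mutant. At DIFF it reported 3 such regions. In expression it reported 71 genes higher in the mutant in PROLIF and 406 lower at DIFF. In both states it reported more genes higher than lower in the mutant.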

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

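The alternatives that left out chromosomes 1, 10 and 12 and that changed the gene background were chosen after seeing the data; the others were planned. The Jaccard difference kept its direction under all 11 alternatives tried for it. The difference in peak number also kept its direction under every alternative, but no test of a single value can pass 0.05 with 3 libraries against 3.

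Other differences between the states reversed under an alternative, and the cause was not tested. With lists of equal length, median width changed to 12 bp wider in DIFF and genes with a promoter peak to -34.7, while among the strongest 20000 peaks the latter rose to 581. Among the strongest 20000 peaks the promoter share was 2.18 percentage points higher in DIFF. Across the 6 fits that each left out 1 library, covered length ranged from -0.697 to 4.00 Mb and genes with a promoter peak from -41.3 to 360.7. Both turned negative without PROLIF replicate 4 or DIFF replicate 4, the shortest and the longest list.

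Fewer or narrower peaks move a count by construction. Regions in all 6 libraries fell to 13327 among the strongest 20000 peaks and to 21820 with a cover of at least 50%. DIFF-only regions fell to 1305 among the strongest 20000 peaks. PROLIF-only promoter genes rose to 87 with lists of equal length, and the cause was not tested. A rule that asks for fewer libraries admits more: leaving out 1 library gave 2484 to 4209 PROLIF-only regions, 4478 to 7097 DIFF-only regions, 56 to 94 PROLIF-only promoter genes and 93 to 182 DIFF-only promoter genes.

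Under the replicate block, a region needed the difference in at least 2 of the 3 pairs and the opposite in none, which gave 7562 PROLIF-only and 13365 DIFF-only regions. For the 5 measures per library the pairing could change neither the difference nor the call. The mean of the paired differences equals the unpaired difference, and the sign flips cannot give a p below 0.25. For the Jaccard difference, same-numbered pairs were left out, which gave 0.0686 against 0.0688 with all pairs. None of this tests whether the results depend on the pairing. The pairing was not applied to the other results.

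The peak 3 to 5 kb downstream of *Sox2* was in DIFF replicate 4 alone, so leaving out each library gave 0 to 1 libraries with it. With genes open in any library as the background, the lists of study genes, with 10 and 14 genes open in all 6 libraries, no longer passed, at an adjusted p of 0.748, where lists this short have little room to pass. For single motifs, 15 values changed their side of the threshold, 12 weaker and 3 stronger, and none of these was AP-1, whose log2 odds lay between -4.01 and -3.48 over 9 alternatives.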

Other observations

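The tests of the windows on chromosome 10, of the pileup and gene density of chromosome 1, of the list of genes higher in the mutant, of list length, of depth and of the motifs were chosen only after the results were seen. The counts over splits of regions and promoter genes, the fold test of chromosome 1 and the test of input data numbers were written before their results.

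Separate parts of chromosome 10 held more peaks in replicate 1 of both states. In windows of 1 Mb where at least 10 peaks were expected from the other replicates of the state, 6 of 2072 windows held at least 2 times the expected share in both libraries of replicate 1, and all 6 were on chromosome 10. The same rule found 0 windows for replicate 2 and 0 for replicate 4. From 116000001 to 117000000 the ratio was 3.72 in PROLIF and 3.92 in DIFF. The next window, which holds *Mdm2*, gave 2.57 and 2.51, the one after gave 4.19 and 4.56, and the one before gave 2.27 and 2.05. The windows from 56000001 to 58000000 gave 2.97 and 2.36 in PROLIF and 3.39 and 3.89 in DIFF. Sequence that draws reads in all libraries would give replicate 1 no more peaks than the others. Of the 7 windows chosen by PROLIF replicate 1 alone, 6 were raised in DIFF replicate 1, and all 6 chosen by DIFF replicate 1 alone were raised in PROLIF replicate 1, with median ratios of 3.39 and 2.77 in the state not used to choose them. Of the 5 windows chosen by PROLIF replicate 2 and the 12 chosen by DIFF replicate 4, 0 were raised in the other state. Shared sequence therefore does not account for the windows. The local background of their peaks was described within each list, as its log2 against the median of that list. From 115000001 to 119000000 it was at least 0.834 for a window in replicate 1. Over this block it was 1.08 in PROLIF replicate 1 and 1.82 in DIFF replicate 1. The windows on either side of this block stood at -0.0190 and -0.0289 in PROLIF and DIFF replicate 1. Extra copies of this DNA in the cultures of replicate 1 are a candidate explanation. The cause of the unequal rise in the states was not tested. From 56000001 to 58000000 the log2 local background was 0.421 and 0.287 in PROLIF replicate 1 and 0.840 and 0.727 in DIFF replicate 1. In the second of these windows DIFF replicates 2 and 4 stood at 0.255 and 0.142, and PROLIF replicates 2 and 4 at -0.0120 and 0.0145. Extra copies stay open for this block, since the lowest rise in replicate 1 was 0.287 and the windows on either side were also raised in DIFF replicate 1, at 0.596. In PROLIF replicate 1 the windows on either side stood at 0.0932, near the 0.102 of PROLIF replicate 2. The local background holds the reads of the peaks themselves, so it is not independent of the peak numbers. No library of genomic DNA was used here. *Mdm2* is one of the genes the study named as higher in the mutant, and expression was not analysed here.

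Chromosome 1 held between 1.16 and 1.45 times as many peaks as chromosome 2, although it has 0.784 times as many start sites. Gene density therefore gives the opposite order, and the lowest ratio of 1.16 in DIFF replicate 1 is above it. Extra copies in part of the cells were tested by the fold of promoter peaks. That fold was at most 0.961 of the other autosomes in any library with all start sites within 3 kb, but 1.00 to 1.09 where a peak covered a protein-coding start site, so the direction depended on the definition. The fold is also divided by a background that copies would raise. Pileup at shared promoters was 1.13 to 1.48 times that of the other autosomes of the same list. Extra copies and other causes cannot be told apart, since no library with a known karyotype was analysed. Of the 10 genes named as higher in the mutant, 3 (*Ercc5*, *Slc19a2* and *Rev1*) lie on chromosome 1. Random lists were as concentrated on some chromosome in a share of 0.134 of 10000 draws. That share counts any chromosome, whereas chromosome 1 was singled out here by its peak numbers. The draws therefore cannot decide whether chance explains the genes on chromosome 1.

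No other split of the libraries gave as many regions or calls as the split by state: 1 of 10 splits, the real one, reached its number of PROLIF-only regions, of DIFF-only regions, of promoter genes of either state and of motifs past the threshold. With 10 splits this share cannot be below 0.1, so the count of splits alone cannot exclude chance. The numbers of regions were nevertheless outside the range of the other splits, at 6308 on both sides together against 321 to 1167, and with lists of equal length at 2977 and 3532 against at most 346 on a side. The PROLIF-only promoter genes were not set apart, at 50 against up to 48. Of the 4 splits that part every same-numbered pair, the other 3 gave 321 to 1167 regions on both sides together.

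The excess of DIFF-only over PROLIF-only regions may come from longer lists in DIFF. The ratio was 1.94 in the main setting, 1.19 with lists of equal length and 0.811 among the strongest 20000 peaks. It also depended on single libraries, from 1.06 without PROLIF replicate 4 to 2.86 without PROLIF replicate 1. Peak numbers themselves did not follow depth alone: 4 libraries with background within 10% of the lowest spanned 81.1% of the whole range of peak numbers. Other causes, such as the share of reads in peaks, were not tested. The input data numbers in the peak names part the libraries in a way that mixes the states. Lists from one range were no more alike than lists from different ranges, with a Jaccard difference of -0.00678, and that split gave 504 regions.

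The AP-1 motif marked PROLIF-only regions. GC content was no explanation, since the log2 odds within classes of 5 percentage points of GC was -3.96 against -3.92 over all regions. Within each range of input data numbers it was -2.87 and -2.51. A change in AP-1 binding after mitogens were removed is one hypothesis consistent with these values, and the state differs also in serum and time, which the design cannot part. Factor binding was not measured.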
